A study of Drosophila melanogaster with 6 samples. Its data were reported in "The WT1-like transcription factor Klumpfuss maintains lineage commitment of enterocyte progenitors in the Drosophila intestine" (2019).

How the data were processed

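DNA came from fly midguts with Klu-Dam, or Dam by itself, active in stem and progenitor cells, in 3 replicates each. Per the labels, replicate sets were isolated on different dates, and methylated GATC fragments were isolated and amplified by a published DamID protocol. The authors aligned single-end reads with bowtie2 to the UCSC dm6 build inside damidseq_pipeline, took the log2 ratio of each Klu-Dam library over its Dam-only library on GATC fragments, and called peaks per replicate. For reproducible peaks they applied the irreproducible discovery rate (IDR) between replicates 1 and 2 to peaks called at a weaker threshold, and elsewhere the paper speaks of peaks in all replicates. Genes were attached with a script of their own. The sources used here do not link the names coherent and semicoherent to either rule, or say how reads were counted over peaks. The coherent list held 1667 identifiers. The paper gives that number of genes both for peaks in all replicates and for reproducible peaks, so the count does not tell the rules apart.

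The deposited tables give whole-number read counts per peak for the 3 Klu-Dam libraries, not divided by depth, width or the Dam-only signal. They also give positions, gene names and the distance to each gene as the authors computed it. No log2 ratio and no Dam-only count was used here. The planned test of Klu-Dam against Dam-only per peak was therefore not run, no pairing by replicate was possible, and every peak is taken as the authors called it. Amplified reads are not independent molecules, so Poisson expectations cover counting error only. Each count column was assigned to its library by the replicate number in its name, and 0 columns of sample values were left out.

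Entries, one per peak and gene with 2 repeated in each table, were reduced to distinct peaks. All 1122 coherent starts and ends fell on a GATC site of the Release 6 reference. Semicoherent starts lay 1 bp further on for 998 peaks and 2 bp for 252, and were moved back to the site, so that shared edges could be compared. Positions in the text are 1-based. Peak sets were intersected with bedtools 2.31.1, with an overlap of 1 bp as the minimum. Counts were divided by the sum over the peaks of the set and given as CPM. That sum is not the depth of a library, so the library totals of the study, which are rounded, served as an alternative scaling and as the denominator for the share of reads in peaks. Of the 1667 coherent identifiers, 1649 were in the reference annotation and 6 more were matched by symbol.

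Features were read from the reference annotation in the order promoter (500 bp on either side of a transcript start), 5' UTR, coding exon, 3' UTR, intron or non-coding exon, and intergenic. Placements numbered 1000. Peaks per arm were drawn in proportion to GATC sites. The list of 28 genes was compared with all annotated genes by a one-sided Fisher's exact test, and with 10000 random lists matched on gene length. Genes named were those 28, with Dl found under the reference name Delta, and the 10 highest coherent peaks by mean count with their closest listed gene. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. The list, the tests of features and arms and the alternatives of overlap, distance, peak set, background and peak height were fixed before the data were examined. Primer matches, placement near genes, protein-coding background, length-matched lists, lists without the genes whose binding the paper states, overlap of gene bodies and leaving out a replicate for the spread between libraries were added later.

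Statistics were tested on simulated data. With 10% of 1122 random peaks moved into promoters, the feature test called that feature alone (adjusted permutation p = 0.006), and 0 of 50 random sets gave any call. With arm X weighted 1.5 times, X was called, and 0 arms were called without a weight. A 7-mer added to 10% of sequences ranked 1, and 0 of the 7-mers tested were called without it. A planted GC trend was removed from an SD of 0.49 to 0.25, the SD of the planted noise. Matches to the amplification primer were searched on both strands within 20 bp of a peak. The primer sequence came from general knowledge of DamID and was not given in the sources used here.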

Results

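Binding of Klumpfuss (Klu), a zinc-finger transcription factor, was profiled by targeted DamID in the Drosophila midgut. In DamID a bacterial DNA methylase (Dam) is fused to the protein of interest, adenines in nearby GATC sites are methylated, and the methylated fragments are cut out, amplified and sequenced. The fusion was switched on for 24 h in the Esg-positive stem and progenitor cells of flies reared at 18 °C. By the sample labels, DNA came from 30 to 40 midguts per replicate, while the paper's methods give a higher upper limit. The series held 6 libraries, 3 of Klu-Dam and 3 of Dam alone. The tables gave read counts per peak for the 3 Klu-Dam libraries. Counts of the Dam-only libraries were not used here, so no peak was tested for Klu-Dam over Dam-only, and the background of the methylase alone cannot be set beside any value below.

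The tables held a coherent and a semicoherent set of peaks on the Release 6 genome. The coherent set had 1122 distinct peaks. They held 19521921 reads in replicate 1, 18287201 in replicate 2 and 18347327 in replicate 3 of Klu-Dam. The median peak held 2783.5, 2956.5 and 3026.5 reads, and the lowest count in any library was 65. These sums came to 55.9%, 54.6% and 53.8% of the reads of each library, in peaks that covered 2.06 Mb or 1.54% of the 6 chromosome arms. At such depth the counting error of most peaks was small. The Poisson expectation for the SD of the log2 ratio of replicate 2 over replicate 1 was 0.05 over all peaks.

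The spread between replicates was larger than counting error. Counts were scaled to CPM, with the reads in the coherent peaks as the total of each library. The SD of the log2 ratio across peaks was 0.27 for replicates 1 and 2, 0.61 for replicates 1 and 3 and 0.52 for replicates 2 and 3. The chi-square per degree of freedom was 229 for replicates 1 and 2, so these were not 1 library counted again, and 1689 and 1235 for the pairs with replicate 3. Pearson's r of the log2 counts across peaks was 0.993, 0.963 and 0.971 for the same pairs, and Spearman's rho was 0.990, 0.951 and 0.964. Peaks are not independent replicates, and these values describe the libraries only. The median coefficient of variation of a peak over the 3 libraries was 16.7%, and it was 10.1% without replicate 3, the alternative that moved it most. A spread from 2 values tends to come out lower than one from 3, so these are not fully alike. The values from 2 libraries were 15.7% without replicate 1 and 18.4% without replicate 2.

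**Figure D1:**
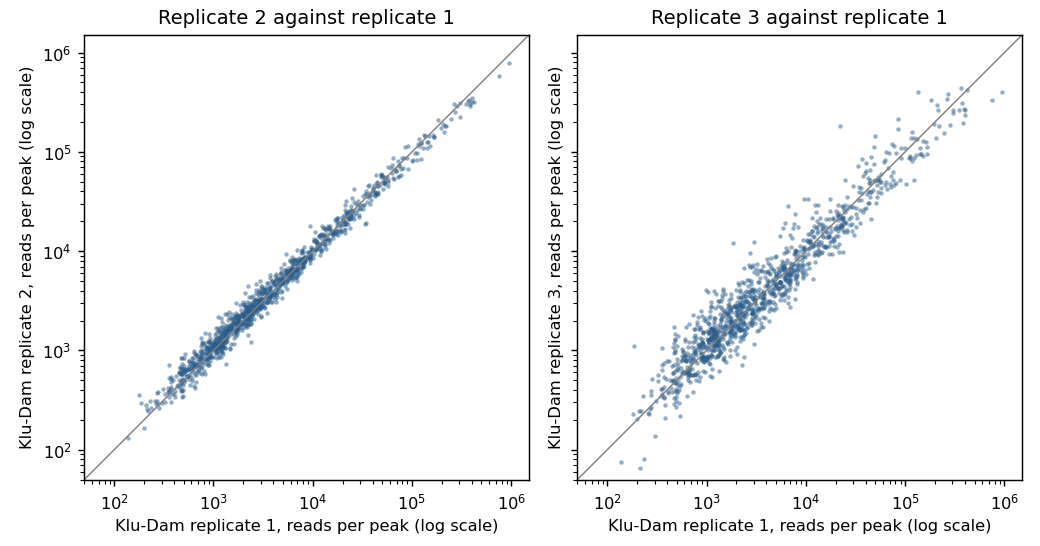
Reads per coherent peak in Klu-Dam replicate 2 (left) and replicate 3 (right) against replicate 1, on log axes in reads. Each point is 1 of 1122 peaks and the line marks equal counts. Points lie closer to the line for replicate 2 (SD of the log2 ratio 0.27) than for replicate 3 (0.61).

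The peak sets were then compared, since by their names they differ in how peaks were combined over replicates. The semicoherent set had 1250 peaks. All 1122 coherent peaks overlapped a semicoherent peak by at least 1 bp, and 1119 semicoherent peaks overlapped a coherent one. Edges were identical for 883 peaks, and 131 semicoherent peaks had no coherent counterpart. Median width was 1697.5 bp in the coherent set (quartiles 1192.5 and 2283.5) and 1756.5 bp in the semicoherent set. The median coherent peak spanned 6 GATC fragments and had a GC content of 45.4%. Peaks without a primer match of 8 bases or more, described further on, numbered 329, the largest shift of this count.

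Counts were unevenly shared among peaks. The 10 highest coherent peaks by mean count held 21.0% ± 3.01 (SD, n = 3) of the reads in peaks, with 23.9%, 21.4% and 17.9% in replicates 1, 2 and 3, and 42 peaks held 50% of them. Features given for a peak are those at its midpoint. The highest peak lay on 3R from 4993941 to 4997663, with its midpoint in an intron or non-coding exon, and was listed with CG2022 (FBgn0037292). It held 37876 ± 14143 (SD, n = 3) CPM, with 947808, 790792 and 400618 reads in replicates 1, 2 and 3. The next was on 3R from 29824714 to 29826410, with its midpoint in the 3' UTR of neo (FBgn0039704), at 29523 ± 10535 (SD, n = 3). The peak at CG2022 was higher than that at neo in 3 of 3 libraries, but in replicate 3 it was below the peaks at Atg3 (422204 reads) and CG7927 (441807 reads), so the order of these peaks differs between libraries. The third lay on 3L from 18750155 to 18753387 with its midpoint in a 3' UTR, at 20537 ± 2964 (SD, n = 3). It was listed with Atg3 (FBgn0036813), ftz-f1 and Nufip, and it overlapped Atg3 and ftz-f1 in the reference. The fourth lay on 3L from 8114655 to 8117816 in promoter sequence, at 20215 ± 3364 (SD, n = 3). The fourth was listed with CG7927 (FBgn0027549) at 1248 bp, while in the reference annotation it overlapped Arp3 and msk. The fifth to the tenth peaks were listed with ptr (FBgn0262867), CG31875 (FBgn0051875), SKIP, CG42360 (FBgn0259742), CG30122 (FBgn0050122) and CG3857 (FBgn0023520), and their means ran from 16257 to 18122 CPM. In the reference the sixth also overlapped bib, the seventh mir-1010, the eighth CG42361 and the tenth CG3587. CG2022 has the name plh in the reference. For a pair of these peaks the listed identifier is uncertain. The fifth lay on X over CG2841, while FBgn0262867 is that of Ptr on 2R in the reference, and the seventh lay on 3R over SKIP, while its listed identifier, FBgn0004856, is that of Bx42 on X. Ranked by reads per kb, 8 of the 10 were again among the 10 highest.

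Genes near peaks were counted next, as the study asked which genes Klu may regulate. The coherent annotation held 1900 entries of a peak and a gene within 2 kb, with 2 of them repeated, and 1667 distinct FlyBase identifiers. The gene list held the same 1667 identifiers, under 1678 symbols. The semicoherent list held 1858 identifiers, of which 1659 were also in the coherent list. A distance of 0 was given for 67.9% of the coherent entries, and 55.7% of coherent peaks were listed with 1 gene. A listed distance was 0 where the start or the end of the peak lay in the gene. Every other listed distance equalled the distance from the start of the peak, also for genes that lie after its end. With the nearer edge and the reference annotation, 2411 genes lay within 2 kb of a coherent peak, and 1623 of them were in the list. With this listed distance rule there were 2079 reference genes, of which 457 were not in the list. Of 1545 pairs of a coding gene and a coherent peak that overlap in the reference, 285 were not among the listed pairs as matched here by identifier. By the listed distance rule 280 of these lay within 2 kb and 5 beyond it, so the way distance was measured does not account for the whole gap. Peaks without a primer match of 8 bases or more were listed with 540 identifiers, the alternative that moved this count most.

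The position of peaks relative to genes was compared with random placement of the same widths on the same arms. Midpoints lay in promoters (within 500 bp of a transcript start) for 26.7% of coherent peaks, against 13.6% ± 1.05 (SD over 1000 placements) at random, a ratio of 1.97. Coding exons held 26.7% of midpoints against 13.7% ± 1.00, a ratio of 1.95. 3' UTRs held 9.98% against 4.46% ± 0.616, a ratio of 2.24. For each of these features the one-sided permutation p was 0.001, the smallest that 1000 placements can give, and the Benjamini-Hochberg adjusted p over 6 features was 0.002. 5' UTRs held 0.802% against 0.767% (adjusted permutation p = 0.748). Introns and non-coding exons held 29.9% against 40.4% and intergenic sequence 5.79% against 27.1%, both below the central 95% of the placements (37.7% to 43.2% and 24.5% to 29.6%). Peak edges lie at GATC sites. Placements that started at GATC sites gave lower ratios, of 1.69 for promoters, 1.33 for coding exons and 1.87 for 3' UTRs. The adjusted permutation p stayed at 0.002 for each. Coding exons then held 20.2% at random, so part of their excess goes with where GATC sites lie. The tables list peaks within 2 kb of a gene, which lowers the intergenic share. With placements held to within 2 kb of a gene, the intergenic ratio rose from 0.214 to 0.588. The direction for introns and non-coding exons changed when any base of the peak was counted in place of its midpoint, with a ratio of 1.22.

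**Figure D2:**
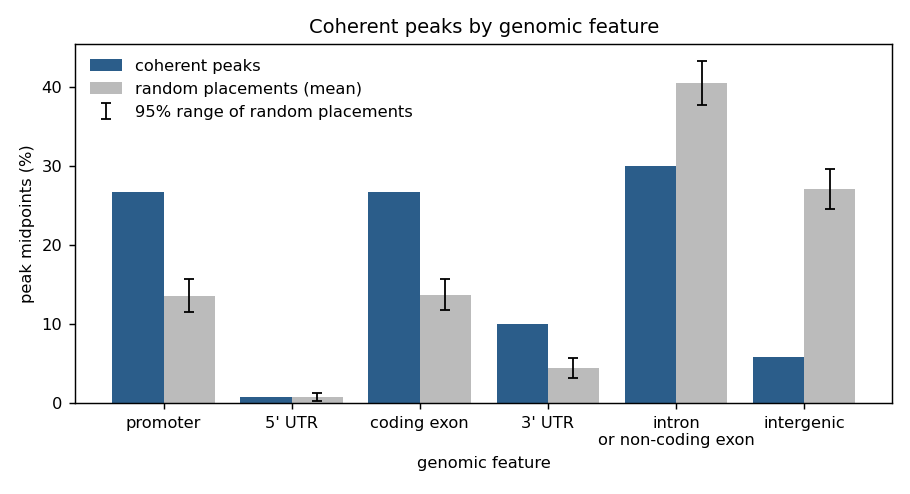
Percent of coherent peak midpoints in each genomic feature (blue) and the mean over 1000 random placements (grey), with bars for the central 95% of the placements. Promoters, coding exons and 3' UTRs lie above that range, and introns and intergenic sequence lie below it.

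Peaks were spread over the chromosome arms about as their GATC sites were. The coherent set had 220 peaks on X, 173 on 2L, 229 on 2R, 211 on 3L, 286 on 3R and 3 on 4. Expected numbers were 202, 188, 221, 236, 264 and 10.8. No arm passed an adjusted p of 0.05 in the two-sided permutation test over 6 arms. The lowest permutation p was for arm 4 (ratio 0.278, raw p = 0.012, adjusted p = 0.0719). Against arm length its adjusted permutation p was 0.036, and over the alternatives it ran from 0.036 to 0.915.

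Genes of Notch signalling, enteroendocrine fate and the cell cycle, fixed as a list of 28 before the data were examined, were looked up in both gene lists. The list was drawn up from the paper, which discusses binding at several of its genes in these same libraries, so its enrichment is not independent evidence. The coherent list held 7 of the 28, which were klu, E(spl)mdelta-HLH, E(spl)mgamma-HLH, sina, ttk, CycE and esg. Of all 17683 annotated genes 9.36% were near a coherent peak, and the odds ratio was 3.24 (one-sided Fisher's exact p = 0.0127). Against random lists matched on gene length the permutation p was 0.0367. Without the genes that the paper names as bound, 2 of 21 were near a peak (odds ratio 1.02, exact p = 0.598), the alternative that moved it most, and without those it names as bound or as not bound, 2 of 17 (odds ratio 1.29, exact p = 0.482). These genes were named from the same libraries, so leaving them out removes most of the genes near peaks by construction, and the genes left are too few to show whether enrichment is absent. The exact p was 0.101 when only genes at a listed distance of 0 were taken, with 4 of the 28. That distance is 0 only where the start or the end of a peak lies in the gene. It is above 0 for E(spl)mdelta-HLH, which lies inside a peak. With reference genes whose body a peak overlaps, 6 of the 28 were taken (exact p = 0.0297, length-matched permutation p = 0.0741). For peaks without a primer match of 8 bases or more, 3 of the 28 were taken, with a higher odds ratio of 3.85 but an exact p of 0.0518. Over the alternatives the p ran from 0.00638 to 0.598. E(spl)mdelta-HLH and E(spl)mgamma-HLH are neighbours that share a peak, so list members are not independent.

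At klu (FBgn0013469, 3L, minus strand) the peak ran from 10983242 to 10984062, inside the coding exon, and took in 5 of the 14 GATC fragments of the coding sequence. It held 31.5 ± 3.94 CPM (SD, n = 3) and ranked 1044 of 1122 by mean count. At E(spl)mdelta-HLH (FBgn0002734, 3R, 25997621 to 25998633) there were 3 peaks. The first, from 25995979 to 25997503 in promoter sequence, held 271 ± 24.2 CPM (SD, n = 3). The second, from 25997602 to 25999132 with its midpoint in the 3' UTR, held 138 ± 30.7. The third ran from 25999192 to 25999782 in promoter sequence, 68 bp before E(spl)mgamma-HLH (FBgn0002735), and held 364 ± 82.0. In 3 of 3 libraries the third held the most reads and the second the fewest. The remaining genes of the complex on the list were in neither gene list, and E(spl)mbeta-HLH, the closest, lay 5263 bp from a peak.

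**Figure D3:**
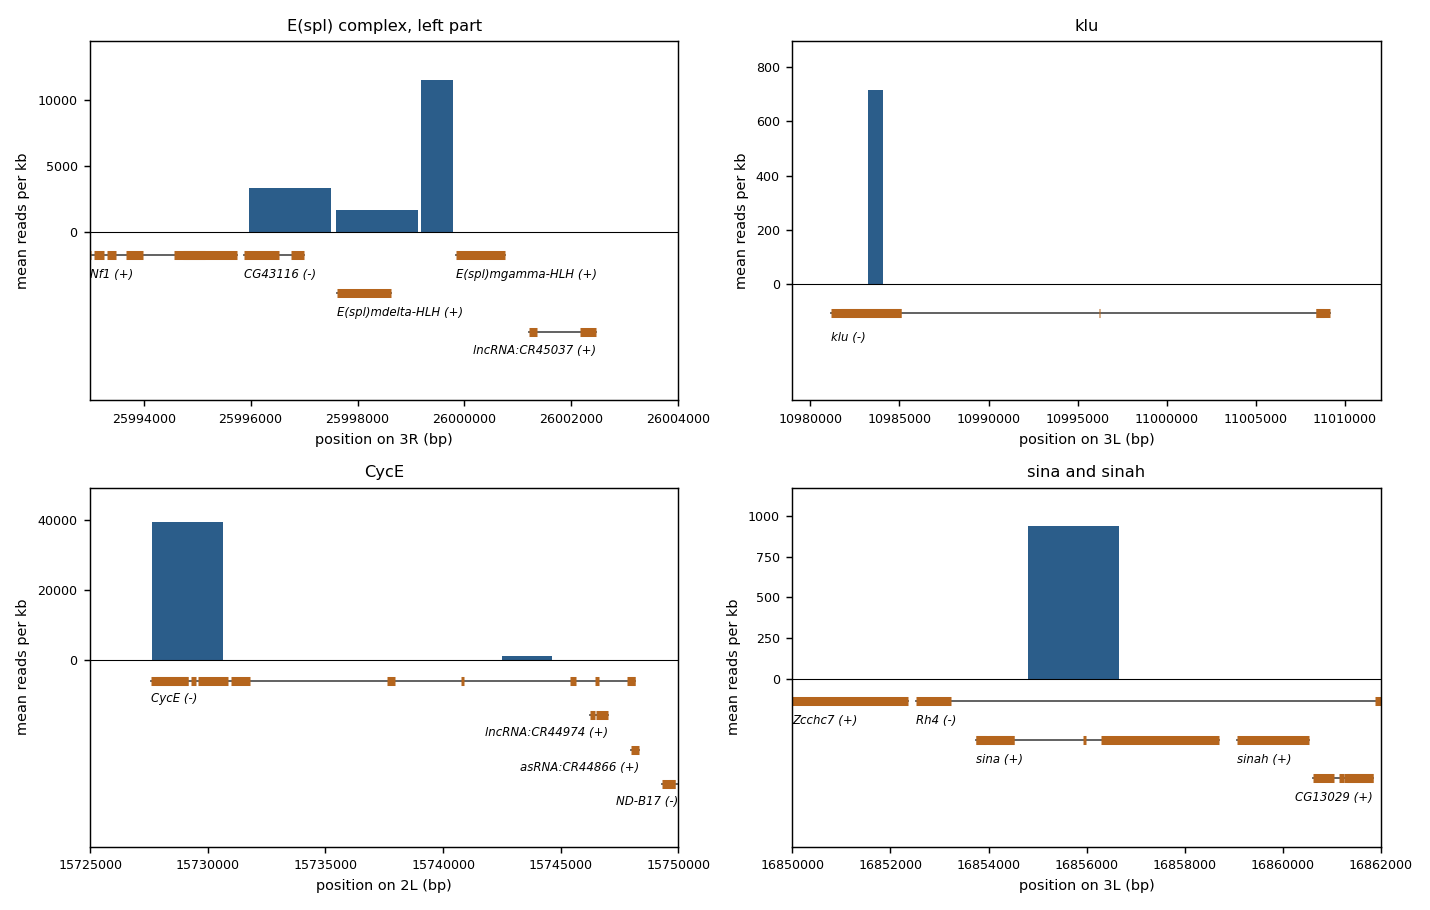
Coherent peaks (blue, mean reads per kb over 3 Klu-Dam libraries) at the left part of the E(spl) complex, klu, CycE and sina, against position in bp on the Release 6 genome. Gene lines and exon boxes (brown) are from the reference annotation with the strand in brackets, and each vertical axis has its own range. The sinah gene body has no coherent peak over it.

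CycE (FBgn0010382, 2L, minus strand) had 2 peaks. The one from 15727625 to 15730654, with its midpoint in a coding exon, held 6336 ± 1375 CPM (SD, n = 3) and ranked 35. The one from 15742485 to 15744632, in an intron or non-coding exon, held 143 ± 29.6. The esg peak (2L, 15334876 to 15336749, midpoint in the 3' UTR) held 1083 ± 256 (SD, n = 3). The sina peak (FBgn0003410, 3L, 16854806 to 16856667, promoter sequence) held 93.8 ± 9.28 (SD, n = 3), and its neighbour sinah, 2412 bp from it, was in neither list. The ttk peak (FBgn0003870, 3R, 31724991 to 31725829, promoter sequence) held 39.7 ± 17.7 (SD, n = 3), the widest relative spread among these peaks at 44.4%. CycB (FBgn0000405) was in the semicoherent list only, with a peak on 2R from 22804362 to 22806769 at 32223 ± 3253 CPM of the reads in semicoherent peaks (SD, n = 3), rank 2 of that set. The other 20 genes of the list were in neither gene list, among them sc, ac, ase, pros, phyl, dpn, N and Dl.

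Peak sequence was compared with the 17-base primer GGTCGCGGCCGAGGATC, commonly used to amplify DamID fragments. A stretch of 8 or more of its bases was present in 70.7% of coherent peaks and in 30.0% of sequence of the same width, arm and GC content. Reads per kb had a median of 1069 in the 119 peaks whose longest match was up to 6 bases and of 6727 in the 207 peaks with 10 or more, and those 207 peaks held 58.1% of the reads. All 10 highest peaks had a match of 8 or more bases. The longest was 12 bases at the higher CycE peak, 10 at CycB, 9 at esg, sina and the first E(spl)mdelta-HLH peak, 8 at klu and the lower CycE peak, 7 at ttk and 6 at the other E(spl) peaks.

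**Figure D4:**
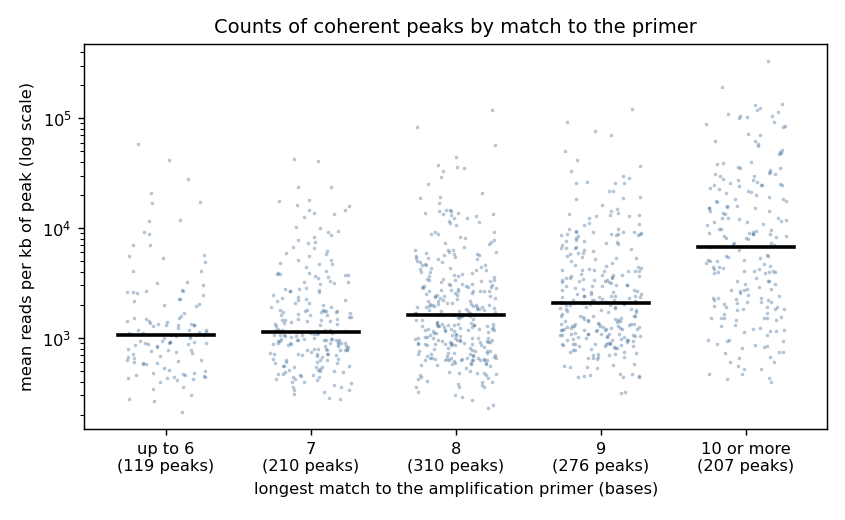
Mean reads per kb of each coherent peak (log axis) by the length of the longest stretch of the amplification primer found in it, in bases. Points are peaks, spread sideways at random within a class, and bars are medians. The median is 1069 reads per kb for matches of up to 6 bases and 6727 for 10 or more.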

Values the study reported

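The study reported 1667 genes with a Klu peak within 2 kb in all replicates, of which 692 (41.5%) had a Klu motif in their peaks. Its methods give the same number for genes near a reproducible peak. It reported 1707, 1663 and 1681 peaks for the replicates at a false discovery rate under 0.01, 1169 peaks with an IDR under 0.05 between replicates 1 and 2, and read totals of 34.9, 33.5 and 34.1 M for Klu-Dam and of 34.7, 34.5 and 35.6 M for Dam-only. Alignment rates ran from 86% to 91%.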

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

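No paired analysis was possible because counts of the Dam-only libraries were not used here, and the alternatives meant for the test of Klu-Dam against Dam-only (no replicate block, leaving out replicates, other normalization, tests and filters) were not run for the same reason. Alternatives that use primer matches, protein-coding genes, gene length, the neighbourhood of genes, symbols, the reference annotation with the list, overlapped gene bodies or with the listed distance rule, library totals, a left-out library or the list without genes whose binding the paper states were chosen after seeing the data.

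Promoters, coding exons and 3' UTRs were above random placement, past the threshold, under all 6 alternatives, with ratios of 1.59 to 2.11, 1.33 to 2.17 and 1.82 to 2.40. The lowest ratio for coding exons was for placement from GATC sites. Intergenic sequence was below it under all 6 (0.209 to 0.588). 5' UTRs had no stable direction. Their ratio was 0.987 for placement from GATC sites, 0.903 for peaks at or above the median count and 0.825 for placement near genes, and it was 1.52 and past the threshold when any base of the peak counted (adjusted permutation p = 0.0012, the smallest possible there). Introns and non-coding exons then changed direction too (1.22). Counting any base lets a wide peak enter several features by construction. The random placements were counted the same way, so this alone does not account for a changed ratio. The cause was not tested for any of these changes.

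Arm 4 passed the threshold against arm length (ratio 0.266) and in the semicoherent set (0.25), with 3 peaks in each. Arm 2L passed it among peaks at or above the median count (0.747). The cause was not tested, and the other 27 values for arms kept their direction and side of the threshold.

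Of the 28 list genes, 4 were near a peak at a listed distance of 0, which leaves out genes inside a peak (exact p = 0.101), 7 with the reference annotation and the nearer edge (0.0771) and 3 for peaks without a primer match of 8 bases or more (0.0518, with an odds ratio of 3.85 against 3.24), all no longer past 0.05. Without genes the paper names as bound 2 were near a peak (0.598), and likewise 2 without genes the paper names as bound or as not bound (0.482), which by construction removes genes near peaks. The other 5 alternatives stayed past it, among them 6 reference genes whose body a peak overlaps (0.0297, but 0.0741 against random lists of like gene length), and the whole range was 0.00638 to 0.598. The closest of the 5 was peaks at or above the median count (0.0499), where random lists of like gene length gave a permutation p of 0.0937, not past it. Fewer genes enter at a listed distance of 0 and without primer matches, and more background genes enter with the nearer edge.

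Peaks at or above the median count numbered 561, with 896 genes, by construction. Peaks without a primer match of 8 bases or more numbered 329, with 540 genes. The median coefficient of variation ranged from 10.1% to 18.4% when a library was left out, and the low value was without replicate 3. Scaled by the library totals of the study, the CPM of every named peak was lower. It was 17.2 against 31.5 at klu and 20837 against 37876 at CG2022. This is by construction, since those totals also hold reads outside peaks. A lower depth would affect the lowest peaks first, but the lowest count was 65, so counting error limited few of these results.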

Other observations

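Tests of sampling noise, the klu cDNA, low counts, both CycB tests, the side of the genes, the identifiers and priming as the source of the 7-mers were chosen only after the result was seen, and the other tests of the primer were set after the 7-mers but before their own results were seen. The Klu-Dam libraries form 1 group, so no biological explanation was tested for differences among them.

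Peak sequence resembled the primer that commonly amplifies DamID fragments. On arms 2L, 3L and X, the 5 highest of 8192 7-mers against GC-matched sequence were ATCCTCG, CCTCGGC, CCGAGGA, CTCGGCC and GAGGATC, all parts of that primer or its complement. All 5 were higher in peaks on 2R and 3R as well, by ratios of 1.61 to 2.52 (adjusted permutation p = 0.0001, the smallest possible), which argues against chance among many 7-mers. A WT1-type zinc-finger core, GCGTGGG, ranked 49 and was not higher on the other arms past the threshold (ratio 1.16, adjusted permutation p = 0.0865). That leaves open whether such a core is also enriched, and the Klu motifs that the paper searched for were not tested here. Among all contexts of GATC with 4 bases before it, CGAGGATC had the highest ratio of peaks to matched sequence, 4.04.

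A candidate explanation is that the amplification primer annealed to genomic sequence like its 3' end, so that reads started there and not at ligated adapters. Reads per kb went with the length of the longest match, with a partial rank correlation of 0.299 after width and GC were removed. Of 200 shuffled primers 0 gave a value as high, and their highest was 0.0986. Shuffled primers had a match of 8 bases or more in 28.7% of peaks on average, but in 58.6% for the highest of them, against 70.7% for the primer, so the share alone separates them less well. Matches also had a side. A primer that starts reads should lie near the edge from which it points into the peak, while a bound sequence with no side should lie evenly. The mean relative position of GCCGAGG along the primer's direction was 0.301 in 500 peaks, against a chance range of 0.472 to 0.528 (permutation p = 0.0001, the smallest possible), and 73.5% of 650 matches lay before the middle. Peak edges lie at GATC sites, where a match that runs into GATC is bound to lie, so this was checked. Matches not followed by ATC had a mean position of 0.341 in 436 peaks, and sequence outside peaks with both ends at GATC sites had 0.501, which argues against the edges as the whole cause. The primer stays a hypothesis, since its sequence and its use in these libraries were not given in the sources used here. The peaks were called on the ratio to Dam-only, so priming would have to be stronger in Klu-Dam than in Dam-only libraries, which was not analysed here. A match in a peak does not exclude Klu binding there, and 329 peaks had no match of 8 bases or more. The peaks next to E(spl)mgamma-HLH and over E(spl)mdelta-HLH were among those.

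The uneven share of reads among peaks was not removed by simple properties. The 113 highest peaks held 72.0% of reads. The 113 highest by each measure held 64.8% of reads per kb, 64.9% after the trend on GATC fragment length was removed and 64.8% after the trend on GC was removed, which argues against width, fragment length and GC as the whole cause. Primer-like sequence, above, stays open.

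Replicate 3 lay apart from replicates 1 and 2. The SD of its log2 ratio over their mean was 0.55, against 0.04 from counting error and 0.27 for replicate 2 over replicate 1 (bootstrap range 0.26 to 0.28). It was 0.55 after the trend on GC was removed, 0.53 after that on fragment length and 0.55 without the 10 highest peaks. The values after trend removal argue against GC and fragment length as the whole cause. Each peak counts equally in this SD, so leaving out 10 of 1122 could hardly change it. That value therefore does not decide whether a few high peaks play a part. The comparison with counting error excludes nothing, since separately prepared libraries exceed it in any case. Replicates were isolated on different dates, and with 1 Klu-Dam library per date the date and the library cannot be separated. If the peaks were chosen for agreement between replicates 1 and 2, as in the IDR step of the paper, replicate 3 could lie apart through that choice. That stays open and was not tested.

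The 131 semicoherent peaks without a coherent counterpart had a median of 644 reads per kb, against 1787 in the shared peaks (permutation p = 0.0002), and a median coefficient of variation of 29.5% against 16.7% (permutation p = 0.0001, the smallest possible). Against shared peaks of like count the latter was 17.3%. Low counts and a larger spread are both consistent with their absence from the coherent set, although membership may itself rest on agreement between replicates, which would make the test of spread partly circular. CycB was an exception. Its peak held 270729 reads per kb with a coefficient of variation of 10.1%, which argues against low or widely spread Klu-Dam counts for it. Peaks were called on the ratio to Dam-only, which was not analysed here, so a low or variable ratio is not excluded. Why the CycB peak was in the semicoherent set only stays open.

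The klu peak may hold reads from the klu cDNA of the fusion transgene, since it lies inside coding sequence that the cDNA shares. Of the 14 GATC fragments inside that coding sequence 5 were in the peak, although reads from the cDNA would be looked for on all of them. Counts of the other fragments were not analysed here, so reads of the transgene and of the locus cannot be told apart.

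Listed genes were unevenly placed around peaks, with 428 entries before a peak and 96 after it. With reference genes and distance from the nearer edge the numbers were 545 and 504, and with distance from the start of the peak fewer genes lay after it than before it. This is consistent with the listed distance being measured from the start on both sides, so that genes after a wide peak may drop out of the 2 kb limit. Of the 285 overlapping pairs that were not listed, 5 lay beyond 2 kb by that rule and 280 within it. Pairs were matched by identifier where it was in the reference, so a gene listed under another gene's identifier, such as SKIP, counts as not listed. How many pairs this covers was not counted, and why the others within 2 kb were not listed stays open.

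Of the 1667 coherent identifiers, 11 carried 2 symbols. In 10 of them the extra symbol was a synonym of the identifier's gene or differed from it only in case, and 8 of the 11 held the symbol of another annotated gene, such as SKIP under the identifier of Bx42. A likely cause for these 10 is an identifier looked up by a synonym or without regard to case. For 1 identifier, with Tm1 and Tm2, named here after its values were seen, neither symbol was a synonym of the other, which argues against that cause there. Distinct genes thus were merged under 1 identifier in places, and a count by identifier may be low by a few genes.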
